A study of Mus musculus with 6 samples. Its data were reported in "Dynamic fibroblast–immune interactions shape recovery after brain injury" (2025).

How the data were processed

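Nuclei were isolated by the authors from dissected cortical lesions of adult mice after photothrombotic injury, which closes cortical vessels with light and a dye, and were sorted on DAPI before droplet capture. The 6 libraries were wild-type (Ctrl), Tgfbr2-cKO and ADWA11 at 7 days post injury (dpi) and the same 3 conditions at 21 dpi. Tgfbr2-cKO mice carried a tamoxifen-inducible Cre driven by Col1a2 and floxed Tgfbr2, which targets the type II TGFβ receptor in fibroblasts. ADWA11 is an antibody against integrin αvβ8, given weekly from the day of injury. Each library pooled 1 male and 1 female mouse, so each of the 6 groups was 1 library, with no replicate.

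Per the file headers, the authors made the deposited counts with Cell Ranger 7.2.0. These counts are unique molecular identifiers (UMIs) per gene and barcode after Cell Ranger's own selection of barcodes, not normalised, and the study's methods give mm10 as the genome. All 32285 features were used, and 32158 of them were matched by identifier in GENCODE M21, from which the GRCm38 (mm10) coordinates below were taken. UMIs that Cell Ranger assigned to overlapping, antisense or near-identical genes were taken as they stood. No annotation of cells was used here, so classes were rebuilt from the counts, and a difference from the study's numbers may come from the rebuilt names.

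The 67360 barcodes were filtered as in the study's methods, leaving out the lowest and highest 2.5% of UMIs and of genes and the highest 2.5% of mitochondrial share. The percentiles were taken within each library, and 61917 nuclei passed. Counts were normalised with SCTransform (sctransform 0.4.2, Seurat 5.3.0, R 4.3.3) on 3000 variable genes without mitochondrial, Xist, Tsix and Y-linked genes. Louvain clustering used 30 principal components and a resolution of 0.5 for all nuclei, 0.2 for fibroblasts, 0.25 for myeloid nuclei and 0.5 for T cells. In the sub-clustering of fibroblasts and of myeloid nuclei, every gene of the lists and marker sets was left out of the variable genes, so that sub-cluster sizes were not set by the genes compared.

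Doublet scores came from a simulation of the Scrublet type, with 2 simulated doublets per nucleus and 2000 variable genes per library. The top 0.8% of nuclei per 1000 barcodes were called, 6339 nuclei in all. A sub-cluster was left out as doublets where over 50% of its nuclei were called. This removed 1 fibroblast sub-cluster of 1244 nuclei, 88.3% of them called, and 1 T cell sub-cluster of 251 nuclei, 75.7% of them called. The application of this rule to sub-clusters was set after the clusters had been seen. It left 60422 nuclei.

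Clusters were named from marker genes fixed before the data were examined. A marker counted as raised when it was detected in at least 5% of the cluster's nuclei at a level at least 2 times that of the other nuclei, and a name needed 3 raised markers and more than any other class had. A cluster whose median UMI count was under its library's median divided by 3 with none of its own markers among its top 10 genes stayed unnamed. A sub-cluster also stayed unnamed where its top 10 genes held more markers of other classes than of its own. Cluster 17 stayed unnamed because myeloid and neutrophil markers tied in it. Under log-normalised clustering a like mixture, cluster 15 there, was named myeloid. That clustering also left its cluster 6 of 3246 nuclei unnamed, with 2 raised fibroblast markers, so its fibroblast values leave these nuclei out. Trpm3, Gm27151, Slc6a20a and Ptgds were among its leading genes and among those of fibroblast cluster 11 of the main clustering. Cluster 21 stayed unnamed because bone-matrix genes led it, under a threshold of 3 such genes that was set after the clusters had been seen. The sub-clusters of fibroblasts were checked for markers of other classes by a rule set at the same stage. The neuron class held a cluster with markers of another class among its leading genes. Neurons are therefore given by cluster number and not compared as a class, except for their joint share under ADWA11 in the test on neural tissue. Female nuclei were those with Xist and no Y-linked UMI, and male nuclei those with a UMI of Ddx3y, Uty, Kdm5d or Eif2s3y and no Xist.

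With 1 library per group, the 2 mice of a group shared their dissection and library, and no test across mice was made. The 2 mice can be told apart in part by sex, and their values are among the alternatives. No p-value, standard error or number of changed genes is given. Shares of nuclei carry exact binomial (Clopper-Pearson) 95% intervals, and ratios of shares carry exact conditional binomial intervals. UMIs were summed per class and library and expressed as CPM of the class's non-mitochondrial UMIs, with exact Poisson 95% intervals. All such intervals cover counting error only. A log2 ratio against a library with no UMI or nucleus is a bound, computed at a floor of 3 counts in that library. The 5 comparisons were Tgfbr2-cKO against Ctrl and ADWA11 against Ctrl at each time point, and Ctrl at 21 dpi against Ctrl at 7 dpi. The Ctrl library is shared by 2 comparisons at each time point, so their values are not independent.

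Gene lists were fixed before the data were examined, as were the comparisons and the rule for named genes. From the study came the myofibroblast list (5 genes), the proliferation list (22), the scar-associated macrophage (SAM) list (6), the lymphocyte-interactive genes (4), the late inner genes (3), the leptomeningeal genes (2) and the dural gene (1). The study drew part of these from its own mouse libraries, so they are not independent of it. From general knowledge came the TGFβ targets (12), the homeostatic microglia list (12), the inflammatory list (11), the interferon list (12) and the disease-associated microglia (DAM) list, of which 12 genes were among the features and Clec7a was not analysed here. Collagens were all 41 genes with a Col symbol and at least 100 UMIs in fibroblasts. A list is summarised by the median log2 CPM ratio of its genes with at least 10 UMIs over both libraries. Its 95% interval comes from 2000 Poisson draws, and its percentile from 10000 random lists of the same size matched on mean expression in 20 bins, as a description of these libraries.

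Beyond the lists, genes were named by a fixed rule. For fibroblasts and for myeloid nuclei and each of the 4 comparisons against Ctrl, these were the 5 genes with the largest log2 ratio in each direction. A gene qualified with at least 50 CPM and 100 UMIs in the higher library, at least as high a CPM in the class as in all other nuclei of that library, and the same direction in female and in male nuclei. Mitochondrial genes, Xist, Tsix and Y-linked genes were left out.

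Alternatives chosen before the data were examined were percentiles pooled over all libraries, removal of every nucleus with a top doublet score, clustering on log-normalised counts, female nuclei only, male nuclei only, and a denominator without neurons. The same set held list genes kept in the clustering, TMM scaling (edgeR 4.0.16), subtraction of free RNA, the mean of CPM per nucleus, and no UMI minimum. Free RNA was taken as the library's own profile, scaled in each class by Snap25, Syt1, Slc17a7, Rbfox3 and Grin2b. Those added after the data had been seen were a denominator without any neural class, cluster 21 counted as fibroblasts, fibroblasts without their sub-clusters 1 and 7, T cells without their sub-cluster 7, log-normalised clustering with its cluster 15 unnamed, and the removal of the 5 nuclei with most UMIs of a gene. TMM moved all log2 ratios in fibroblasts of the Tgfbr2-cKO library at 7 dpi by -0.21. In myeloid nuclei it moved them by -0.11 in that library, by 0.11 in the ADWA11 library at 21 dpi and by -0.11 between the Ctrl libraries.

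The computation of ratios and list medians was tested on simulated data drawn from the real means, with 200 genes changed by known folds. In the fibroblast comparison of Tgfbr2-cKO with Ctrl at 7 dpi, run on 16789 genes, 96.0% of the intervals held the true ratio and 99.5% of the changed genes had the right sign. In the myeloid comparison of ADWA11 with Ctrl at 21 dpi, run on 17453 genes, these shares were 95.7% and 99.5%. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 were used, with SeuratObject 5.2.0 and Matrix 1.6.5.

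Total counts per library ran from 64798965 to 140310354 UMIs. The least deep comparison was that of Tgfbr2-cKO fibroblasts at 7 dpi, with 2692616 UMIs in 549 nuclei, and of T cells in the same library, with 49 nuclei. The study's module scores, pathway, ligand-receptor and trajectory analyses were not repeated, and reads per exon, spatial data and the study's other experiments were not analysed here.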

Results

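The data were single-nucleus RNA profiles of mouse cortical lesions made by photothrombosis, in 6 droplet libraries. Wild-type mice (Ctrl), mice with fibroblast deletion of Tgfbr2 (Tgfbr2-cKO) and wild-type mice given the αvβ8-blocking antibody ADWA11 were each sampled at 7 and 21 dpi, with 1 library per group made from 1 male and 1 female mouse. No group had a second library, so each difference below is between 2 libraries and was not tested across mice. Nuclei called female and male in a library stand for 1 mouse each, as far as the calls are right. Their values were among the alternatives tried. At 7 dpi the libraries held 9004 barcodes (Ctrl), 11894 (ADWA11) and 11492 (Tgfbr2-cKO), and at 21 dpi 14246, 13519 and 7205. In the same order their totals were 64798965, 105241662 and 140310354 UMIs at 7 dpi and 83026693, 84164716 and 66884963 UMIs at 21 dpi. Median UMIs per barcode ran from 4601.5 in Ctrl at 21 dpi to 8222.5 in Tgfbr2-cKO at 7 dpi, and median genes from 2274 to 3107 in the same libraries. After filtering and removal of doublet sub-clusters, 8088, 10695 and 10581 nuclei remained at 7 dpi and 12605, 11935 and 6518 at 21 dpi, 60422 in all.

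The deleted gene was examined first. Tgfbr2 (ENSMUSG00000032440, chromosome 9, 116084293 to 116175360, minus strand) was measured as CPM in fibroblasts. At 7 dpi its level was 316 CPM in Ctrl (308 to 325, 5569 UMIs) and 219 CPM in Tgfbr2-cKO (202 to 238, 591 UMIs), a log2 ratio of -0.53 (-0.65 to -0.40). At 21 dpi it was 225 CPM in Ctrl (220 to 230) and 185 CPM in Tgfbr2-cKO (176 to 194), a log2 ratio of -0.28 (-0.36 to -0.21). The alternative that moved this most was the mean of CPM per nucleus, which gave -0.79 at 7 dpi. The level was also lower under ADWA11, in which the gene is intact, at 245 CPM at 7 dpi (log2 ratio -0.37, -0.42 to -0.32) and 195 CPM at 21 dpi (-0.21, -0.26 to -0.16). From 7 to 21 dpi it fell by 0.49 on the log2 scale in Ctrl. The direction fits the label, but a fall of this size did not set the Tgfbr2-cKO libraries far apart from the ADWA11 libraries, and UMIs per exon were not analysed here.

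The next comparison asked how loss of the receptor and blockade of αvβ8 altered the cell classes in the lesion. Clusters named fibroblast-like held 28.7% of Ctrl nuclei at 7 dpi (27.8 to 29.7), 25.7% under ADWA11 (24.9 to 26.6) and 5.19% in Tgfbr2-cKO (4.77 to 5.63). At 21 dpi they held 51.8% (50.9 to 52.7), 26.8% (26.0 to 27.6) and 18.6% (17.7 to 19.6). The log2 ratios for Tgfbr2-cKO were -2.47 (-2.61 to -2.34) at 7 dpi and -1.48 (-1.57 to -1.39) at 21 dpi, and those for ADWA11 were -0.16 (-0.24 to -0.08) and -0.95 (-1.01 to -0.89). In Ctrl the share rose by 0.85 on the log2 scale between the time points. The alternative that moved these most was a denominator without neural classes, which gave -0.80 for Tgfbr2-cKO at 7 dpi and -0.99 at 21 dpi. With cluster 21 counted as fibroblasts, the ADWA11 value at 21 dpi was -0.86. That cluster, led by bone-matrix genes and left unnamed, held 0.396% (Ctrl), 0.907% (ADWA11) and 0.0189% (Tgfbr2-cKO) of nuclei at 7 dpi and 1.67%, 2.68% and 0.0307% at 21 dpi. Cluster 17, an unnamed mixture of leukocytes, held 2.79%, 1.80% and 0.482% at 7 dpi and 1.57%, 4.17% and 2.42% at 21 dpi.

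Myeloid-like clusters held 50.8% of Ctrl nuclei, 54.2% under ADWA11 and 21.3% in Tgfbr2-cKO at 7 dpi, and 24.1%, 48.7% and 33.5% at 21 dpi. For Tgfbr2-cKO the log2 ratio was -1.25 at 7 dpi, which reversed to 0.42 without neural classes in the denominator, and 0.47 at 21 dpi. For ADWA11 it was 0.09 at 7 dpi and 1.011 at 21 dpi. T cell-like clusters, which include NK-like nuclei, held 2.76% of Ctrl nuclei at 7 dpi (2.41 to 3.14), 2.08% under ADWA11 (1.81 to 2.36) and 0.463% in Tgfbr2-cKO (0.343 to 0.612). At 21 dpi they held 2.54% (2.27 to 2.83), 9.01% (8.50 to 9.53) and 5.31% (4.78 to 5.88). The log2 ratios were -2.57 and 1.06 for Tgfbr2-cKO and -0.41 and 1.83 for ADWA11, at 7 and 21 dpi. Again, the largest move of the T cell ratios came from the denominator without neural classes, with -0.90 for Tgfbr2-cKO at 7 dpi. These clusters held a sub-cluster 7 of 188 nuclei led by macrophage genes, with 60 nuclei in Ctrl, 17 under ADWA11 and 22 in Tgfbr2-cKO at 7 dpi, and it stays in the T cell values. Without it the ratios were -2.99 and 0.87 for Tgfbr2-cKO and -0.08 and 1.90 for ADWA11.

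**Figure D1:**
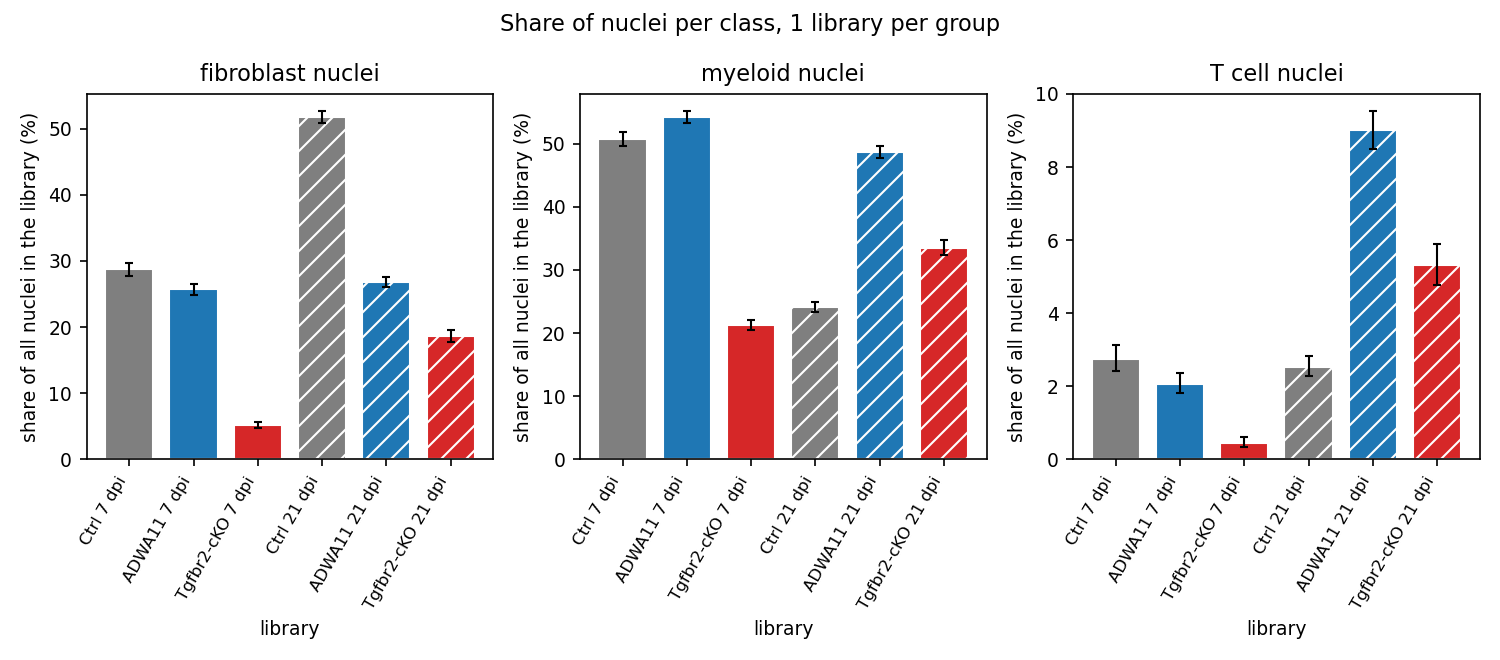
Shares of nuclei (percent of all nuclei used, linear axes from 0) in the fibroblast-like, myeloid-like and T cell-like clusters of each library, with exact binomial 95% intervals (grey Ctrl, blue ADWA11, red Tgfbr2-cKO, hatched bars for 21 dpi). The fibroblast-like share was 5.19% in Tgfbr2-cKO at 7 dpi against 28.7% in Ctrl.

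Among the smaller classes, endothelial-like nuclei fell in share in every comparison with Ctrl, by log2 ratios of -3.25 and -1.35 in Tgfbr2-cKO and -0.77 and -0.64 under ADWA11 at 7 and 21 dpi, although female nuclei alone gave 0.04 for ADWA11 at 21 dpi. Mural-like nuclei gave -1.59 and -0.24 for Tgfbr2-cKO and -0.71 and -0.72 for ADWA11, with the Tgfbr2-cKO value at 21 dpi inside its counting error (-0.68 to 0.18). The mural value at 7 dpi in Tgfbr2-cKO reversed to 0.08 without neural classes, and the ADWA11 value at 21 dpi reversed to 0.23 in female nuclei. Oligodendrocyte-like nuclei made up 0.569% (Ctrl), 0.533% (ADWA11) and 7.92% (Tgfbr2-cKO) at 7 dpi and 1.16%, 0.193% and 10.6% at 21 dpi. Astrocyte-like nuclei made up 1.85%, 2.24% and 3.34% at 7 dpi and 8.05%, 3.47% and 12.3% at 21 dpi. Oligodendrocyte precursor-like nuclei made up 6.43%, 9.61% and 4.64% at 7 dpi and 1.55%, 0.327% and 2.15% at 21 dpi. The lower precursor share in Tgfbr2-cKO at 7 dpi, a log2 ratio of -0.47, reversed to 0.69 without neurons in the denominator, to 1.20 without any neural class and to 0.08 in male nuclei.

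Neurons are given by cluster. Cluster 12 held 16.3% of Tgfbr2-cKO nuclei at 7 dpi (1724 nuclei, against 48 in Ctrl) and 4.66% at 21 dpi. Cluster 15 held 10.0% and 4.31%, cluster 18 held 9.65% at 7 dpi (1021 nuclei, against 1 in Ctrl) and cluster 19 held 10.7% at 7 dpi (1135 nuclei, against 12). Cluster 20 had 978 nuclei in Tgfbr2-cKO at 7 dpi, 40 at 21 dpi and 0 in the other libraries, a log2 ratio of at least 7.96 at 7 dpi. The study's methods give lesions as the only tissue taken, while its results also name adjoining remaining brain. The Tgfbr2-cKO library at 7 dpi held more neurons than the others, and its shares of all nuclei are given with this limit.

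Fibroblasts were then sub-clustered without the genes of the lists, to ask which states were present. Sub-cluster 2, named myofibroblast-like, held 53.2% of Ctrl fibroblasts at 7 dpi, 46.2% under ADWA11 and 25.0% in Tgfbr2-cKO (137 nuclei). At 21 dpi it held 6.92%, 3.12% and 0.247% (3 nuclei). The log2 ratios were -1.09 (-1.36 to -0.84) and -4.81 (-7.09 to -3.25) for Tgfbr2-cKO and -0.20 (-0.32 to -0.09) and -1.15 (-1.48 to -0.83) for ADWA11. The alternative that moved these most was clustering with list genes kept, with -2.24 for Tgfbr2-cKO at 21 dpi. The top 10 genes of that sub-cluster held Vcan, a marker of another class. The percentile filter pooled over libraries gave -3.11 for Tgfbr2-cKO at 7 dpi and a reversal to 0.16 for ADWA11 at 21 dpi. It left a sub-cluster with Vcan and 4 raised myofibroblast markers unnamed. Bglap and Ibsp were among the leading genes of the sub-cluster it named, so its values may cover other nuclei. Clustering on log-normalised counts gave no sub-cluster of this name and so no value. Sub-cluster 3, named arachnoid-like, held 5.20%, 19.2% and 7.29% at 7 dpi and 9.85%, 11.7% and 33.4% at 21 dpi. Its log2 ratio was 0.49 (-0.07 to 1.012) for Tgfbr2-cKO at 7 dpi and 1.76 at 21 dpi, and 1.88 and 0.24 for ADWA11. The last of these reversed to -0.20 without sub-clusters 1 and 7. Sub-cluster 8, named proliferating-like, held 2.67%, 5.99% and 1.64% at 7 dpi, and the unnamed sub-cluster 4 held 19.5%, 14.7% and 21.3%.

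The unnamed fibroblast sub-clusters 5 and 6 each lay mostly in 1 library and may stand for that library, not for a cell state. Sub-cluster 5 held 15.5% of Ctrl fibroblasts at 21 dpi, which was 92.8% of its nuclei, and 0.165% in Tgfbr2-cKO and 0.937% under ADWA11 at that time. Sub-cluster 6 held 26.0% of Tgfbr2-cKO fibroblasts at 21 dpi, 95.5% of its nuclei, and none in Ctrl. Sub-cluster 0 held 71.9% of ADWA11 fibroblasts at 21 dpi, against 31.3% in Ctrl and 7.99% in Tgfbr2-cKO. Sub-clusters 1 and 7, with low UMIs and genes of other classes in the lead, took 23.1% and 15.8% of Tgfbr2-cKO fibroblasts at 7 dpi, against 14.5% and 1.25% in Ctrl and 8.72% and 0.109% under ADWA11. At 21 dpi sub-cluster 1 held 32.1% in Ctrl, 8.43% under ADWA11 and 17.1% in Tgfbr2-cKO, and sub-cluster 7 held 0.689%, 0.0312% and 8.402%.

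The myofibroblast genes Cthrc1, Acta2, Lrrc15, Postn and Fn1 were lower in Tgfbr2-cKO fibroblasts at 7 dpi, with a median log2 ratio of -1.22 (-1.57 to -0.97), below all 10000 random lists (percentile 0.00). At 21 dpi the median was -0.56 (-0.80 to -0.44, percentile 2.54). Under ADWA11 it was -0.52 (-0.72 to -0.46, percentile 0.32) at 7 dpi and -0.61 (-0.80 to -0.58, percentile 0.48) at 21 dpi. In Ctrl it fell by 2.31 from 7 to 21 dpi. Male nuclei alone moved the list most, with -0.46 for Tgfbr2-cKO at 7 dpi. Postn (ENSMUSG00000027750, chromosome 3, 54361109 to 54391037, plus strand) measured 363 CPM in Ctrl, 170 CPM under ADWA11 and 129 CPM in Tgfbr2-cKO at 7 dpi. Fn1 (ENSMUSG00000026193, chromosome 1, 71585520 to 71653200, minus strand) measured 1330.1, 949.9 and 657 CPM. Acta2 differed by -1.22 in Tgfbr2-cKO at 7 dpi and was within counting error at 21 dpi (0.23, -0.38 to 0.81). Cthrc1 was higher under ADWA11 at 7 dpi, by 0.41, and its value of -0.27 in Tgfbr2-cKO at 7 dpi reversed to 0.05 under log-normalised clustering and to 0.22 in male nuclei.

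**Figure D2:**
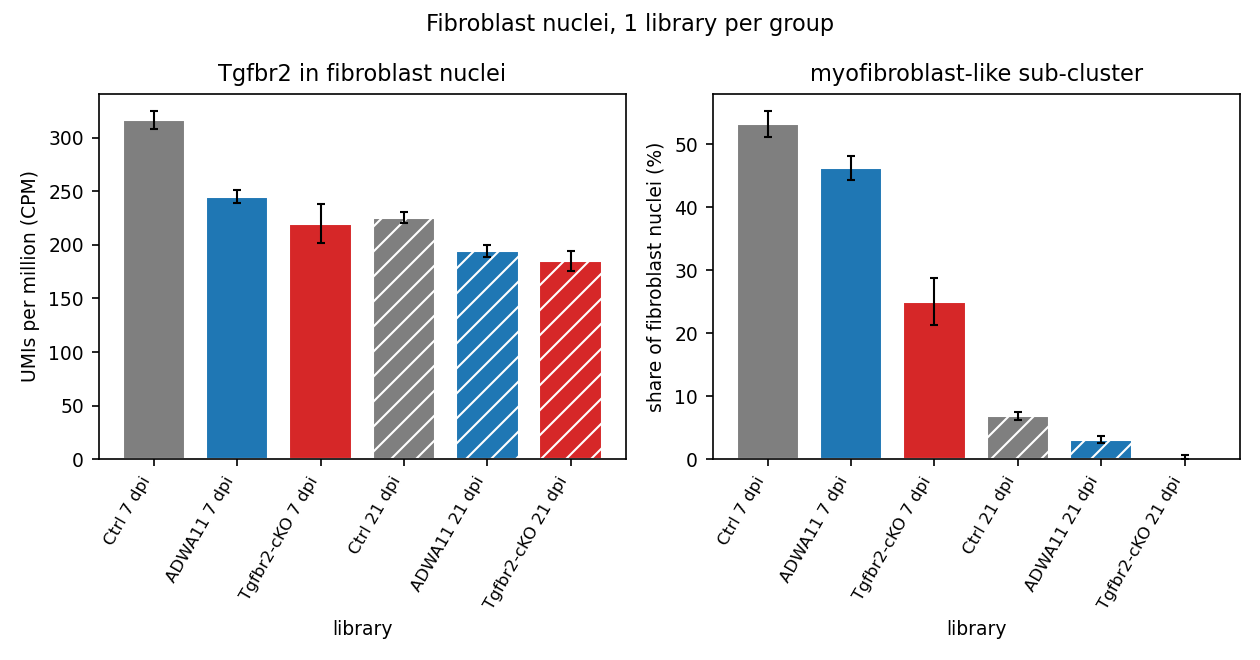
Tgfbr2 level in fibroblasts (CPM, exact Poisson 95% intervals) and share of fibroblasts in the myofibroblast-like sub-cluster (percent, exact binomial 95% intervals) in each library, with grey for Ctrl, blue for ADWA11, red for Tgfbr2-cKO and hatched bars for 21 dpi. Tgfbr2 was 316 CPM in Ctrl and 219 CPM in Tgfbr2-cKO at 7 dpi, and the myofibroblast-like share was 53.2% and 25.0%.

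Collagen genes were lower as a group in the 4 comparisons against Ctrl, with medians over 41 genes of -0.44 (Tgfbr2-cKO, 7 dpi), -0.53 (Tgfbr2-cKO, 21 dpi), -0.43 (ADWA11, 7 dpi) and -0.45 (ADWA11, 21 dpi), each below all random lists and each negative under TMM scaling. They were lower in 28, 24, 29 and 33 of the 41 genes. The alternative that moved these most was male nuclei alone, with -0.19 for Tgfbr2-cKO at 21 dpi. Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042, plus strand) differed by -1.62 and -2.74 in Tgfbr2-cKO and by -0.94 and -0.49 under ADWA11. Col1a2 (ENSMUSG00000029661, chromosome 6, 4504814 to 4541544, plus strand) differed by -1.80 and -2.70 in Tgfbr2-cKO and by -0.63 and -0.45 under ADWA11. The Cre of the deletion line is driven by the Col1a2 promoter, and no effect of that transgene on the gene's own level was tested.

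TGFβ target genes were lower in the same comparisons under CPM and under TMM. Their medians were -0.70 (-0.92 to -0.47) and -1.26 (-1.40 to -1.02) in Tgfbr2-cKO at 7 and 21 dpi and -0.94 (-1.06 to -0.85) and -0.52 (-0.64 to -0.36) under ADWA11, with 9, 9, 11 and 10 of the 12 genes lower. In Ctrl the median fell by 0.32 from 7 to 21 dpi. Female nuclei alone moved the 21 dpi value in Tgfbr2-cKO most, to -0.87. Tnc (ENSMUSG00000028364, chromosome 4, 63959785 to 64047015, minus strand) differed by -2.08 and -3.43 in Tgfbr2-cKO and by -1.29 and -1.81 under ADWA11, although the last value reversed to 0.42 under log-normalised clustering and to 0.10 under the pooled filter. At 21 dpi Tnc measured 30.4 CPM in fibroblasts and 102 CPM in all other nuclei under ADWA11, and 107 and 96.6 CPM in Ctrl. These other nuclei include cluster 21, whose return to the fibroblasts was tried for the fibroblast share alone. Its effect on Tnc and on the collagen and TGFβ target medians was not tested. Nox4 (ENSMUSG00000030562, chromosome 7, 87246096 to 87398710, plus strand) measured 301 CPM in Ctrl, 133 CPM under ADWA11 and 70.2 CPM in Tgfbr2-cKO at 7 dpi and 344, 197 and 61.9 CPM at 21 dpi. Adam12, a list member, was higher in each of the 4 comparisons (0.22 and 1.33 in Tgfbr2-cKO, 0.61 and 0.36 under ADWA11).

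**Figure D3:**
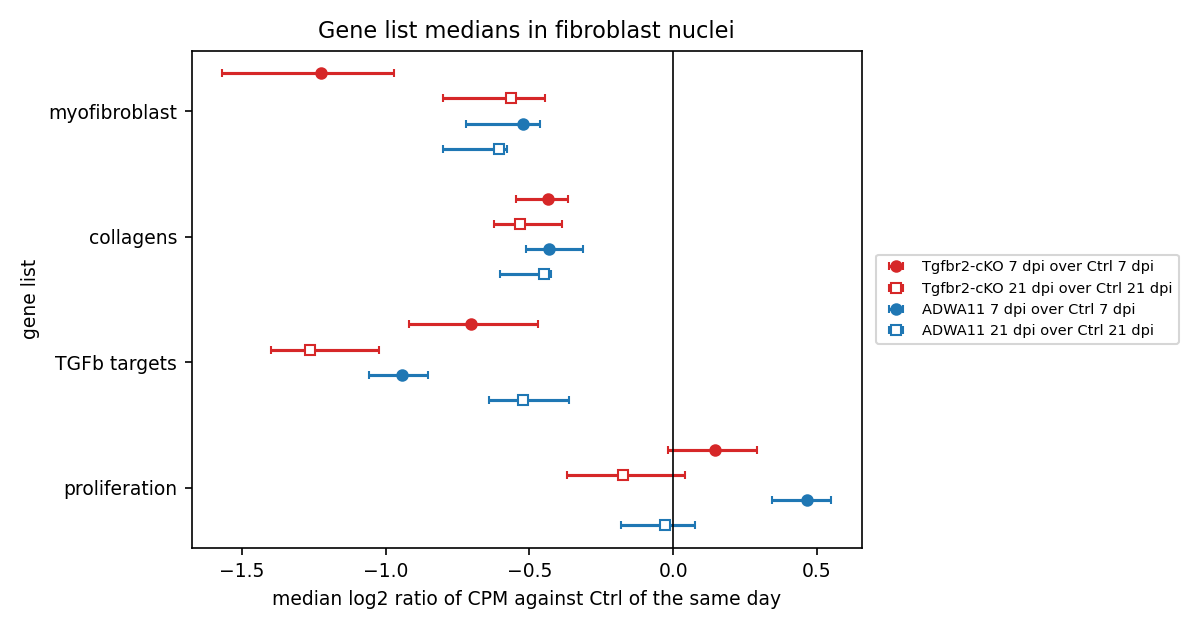
Median log2 CPM ratio against Ctrl of each fibroblast gene list, with 95% intervals from Poisson draws (blue ADWA11, red Tgfbr2-cKO, filled circles 7 dpi, open squares 21 dpi). The myofibroblast, collagen and TGFβ target medians lie between -1.26 and -0.43, all below 0.

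The proliferation list in fibroblasts was higher under ADWA11 at 7 dpi (0.47, 0.35 to 0.55, percentile 99.99). Its other values against Ctrl had intervals that included 0, with 0.15 in Tgfbr2-cKO at 7 dpi (-0.06 under TMM), -0.17 in Tgfbr2-cKO at 21 dpi (0.10 with the mean per nucleus) and -0.03 under ADWA11 at 21 dpi. In Ctrl it fell by 0.63 between the time points. Among the lymphocyte-interactive genes, Cxcl12 (ENSMUSG00000061353, chromosome 6, 117168535 to 117181367, plus strand) measured 153 CPM in Ctrl, 436 CPM under ADWA11 and 506 CPM in Tgfbr2-cKO at 21 dpi, log2 ratios of 1.51 and 1.72. At 7 dpi it measured 109, 186 and 126 CPM, and the Tgfbr2-cKO ratio of 0.20 reversed to -0.0045 under TMM and to -0.04 with the mean per nucleus. Cd80 was higher under ADWA11 at 21 dpi by 1.18 and in Tgfbr2-cKO at 7 dpi by 0.58. Cxcl16 stayed within counting error in the 4 comparisons. Ccl19 was higher under ADWA11 at 21 dpi by 0.96, and its 0 UMIs in Tgfbr2-cKO at 7 dpi, against 29 in Ctrl, put its log2 ratio at -0.56 or lower.

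Of the late inner genes, Sema3c differed by -1.73 and -2.20 in Tgfbr2-cKO and by -0.96 and -0.73 under ADWA11. Fgf13 differed by -0.89 in Tgfbr2-cKO and -0.44 under ADWA11 at 21 dpi and was within counting error at 7 dpi (0.10 and 0.06). Cdh18 differed by -0.61 in Tgfbr2-cKO at 7 dpi, by -0.88 (0.0040 in female nuclei) and -1.51 under ADWA11, and by 1.11 in Tgfbr2-cKO at 21 dpi, a value that came to -0.24 in male nuclei. The leptomeningeal genes were higher in Tgfbr2-cKO, Aldh1a2 (ENSMUSG00000013584, chromosome 9, 71215789 to 71296243, plus strand) by 0.81 and 2.12 and Lama1 (ENSMUSG00000032796, chromosome 17, 67697259 to 67822647, plus strand) by 0.61 and 1.97, under CPM and under TMM. Under ADWA11, Lama1 differed by -0.47 and -1.09 and Aldh1a2 by 0.60 and -0.14, the last reversing to 0.29 in female nuclei. The dural gene Alpl was higher under ADWA11 by 0.56 and 0.63, and its 0.38 in Tgfbr2-cKO at 21 dpi reversed to -0.01 without the 5 nuclei that held most of its UMIs.

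The fixed rule named 5 genes per direction in fibroblasts. Those lower in Tgfbr2-cKO at 7 dpi were Acan (-6.16), Matn4 (-4.05), Erg (-3.03), Sertad4 (-2.91) and 4833422C13Rik (-2.45), and at 21 dpi Gm32926 (-5.29), Adamts17 (-4.57), Erg (-4.32), Matn4 (-4.28) and Fndc1 (-3.76). Acan (ENSMUSG00000030607, chromosome 7, 79053483 to 79115099, plus strand) had 936 UMIs in Ctrl and 2 UMIs in Tgfbr2-cKO at 7 dpi, and Erg (ENSMUSG00000040732, chromosome 16, 95359169 to 95586593, minus strand) had 3048 and 57. Those higher in Tgfbr2-cKO at 7 dpi were 4930539M17Rik (8.26), Gm29585 (7.51), Gm36988 (5.03), Gm10602 (4.58) and Gm48512 (4.53). These 5 rested on few nuclei, since a single nucleus held 30.2% to 96.5% of each gene's UMIs in that library, and Gm36988 came to -0.32 without the top 5 nuclei. At 21 dpi the higher genes were Ebf3 (5.79), Atp13a4 (5.16), Gm20125 (5.14), Hif3a (4.80) and Ankfn1 (4.11). A single nucleus held 94.96% of the UMIs of Atp13a4, which came to 0.88 without the top nuclei, and Ebf3 (ENSMUSG00000010476, chromosome 7, 137193673 to 137314445, minus strand) measured 242 CPM against 4.36 CPM in Ctrl. Under ADWA11 the higher genes were Mmp3 (3.49), Col6a6 (2.73), Trpm3 (2.19), Col6a5 (2.11) and Hmga2 (1.89) at 7 dpi and Mmp3 (3.16), Gm16685 (2.98), Lingo2 (2.97), Col24a1 (2.91) and Gm15987 (2.84) at 21 dpi. The lower genes were Eln (-4.18), Acan (-3.14), Erg (-2.64), Cdh10 (-2.63) and Megf10 (-2.34) at 7 dpi and Lrrc7 (-3.55), Eln (-2.95), Clstn2 (-2.33), Col11a2 (-2.29) and Atp6v0a4 (-2.23) at 21 dpi. Eln (ENSMUSG00000029675, chromosome 5, 134702593 to 134747323, minus strand) measured 1065.1 CPM in Ctrl and 58.7 CPM under ADWA11 at 7 dpi.

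Myeloid nuclei were compared next, to ask which macrophage and microglial states depended on TGFβ. In the sub-clustering without list genes, sub-cluster 4, named microglia-like, held 42.1% of Ctrl myeloid nuclei, 2.45% under ADWA11 and 1.55% in Tgfbr2-cKO at 7 dpi. Sub-cluster 5 was unnamed, since neuronal genes led it, but it also raised 10 microglia markers, the full set used for naming, and it held 71.2% of Tgfbr2-cKO myeloid nuclei at 7 dpi, 80.0% of its nuclei. Sub-clusters 2, 4 and 5, each with at least 3 raised microglia markers, were therefore also summed, a choice made after the clusters had been seen. Together they held 46.2% (44.7 to 47.7) in Ctrl, 3.24% (2.80 to 3.73) under ADWA11 and 74.5% (72.6 to 76.3) in Tgfbr2-cKO at 7 dpi and 48.5%, 2.13% and 66.7% at 21 dpi. The 21 dpi sums depend on the clustering and rest mostly on sub-cluster 2, with 1076 Ctrl and 1152 Tgfbr2-cKO nuclei. With list genes kept, a cluster that shared the leading genes Apoc4, Chst2 and Ifitm10 raised 1 microglia marker. The cluster named microglia-like there held 360 of 3043 Ctrl and 473 of 2183 Tgfbr2-cKO myeloid nuclei at 21 dpi. Sub-cluster 1 held 44.4% of ADWA11 myeloid nuclei at 7 dpi and sub-cluster 0 held 73.0% of them at 21 dpi, against 1.63% and 21.7% in Ctrl at the same times. The DAM-like sub-cluster 7 held 1.66%, 2.64% and 3.06% at 7 dpi and 4.57%, 6.92% and 0.366% at 21 dpi. The unnamed sub-cluster 3 held 31.1%, 7.55% and 2.66% at 7 dpi and 17.5%, 0.620% and 2.52% at 21 dpi. The unnamed sub-cluster 8 held 9.67% of Tgfbr2-cKO myeloid nuclei at 7 dpi and 18.8% at 21 dpi, against 0.0487% and 0.164% in Ctrl and none under ADWA11. Kynu, Jaml, Fkbp5 and Ms4a4a led it, and the last 3 are among the genes named below as higher at 21 dpi. The proliferating-like sub-cluster 6 held 8.67%, 14.6% and 7.76% at 7 dpi and 2.73%, 0.775% and 1.008% at 21 dpi.

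The homeostatic microglia list was lower under ADWA11, with medians of -1.35 (-1.50 to -1.26) at 7 dpi and -2.43 (-2.58 to -2.26) at 21 dpi, both at percentile 0.00, and higher in Tgfbr2-cKO, with 0.76 (0.68 to 0.85, percentile 100) and 0.36 (0.31 to 0.40, percentile 99.97), and these directions held under TMM. Clustering on log-normalised counts moved it most, with -2.005 for ADWA11 at 21 dpi, but -2.48 with its mixed leukocyte cluster 15 unnamed. In Ctrl the median fell by 0.30 between the time points. Tmem119 (ENSMUSG00000054675, chromosome 5, 113793729 to 113800516, minus strand) measured 11.99 CPM in Ctrl, 1.07 CPM under ADWA11 and 34.1 CPM in Tgfbr2-cKO at 7 dpi. Sall1 (ENSMUSG00000031665, chromosome 8, 89027235 to 89044162, minus strand) measured 60.9, 16.7 and 144.7 CPM in the same order.

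The SAM list moved little, and its sign depended on the setting. Its median was 0.08 (0.02 to 0.12) in Tgfbr2-cKO at 7 dpi, which reversed under TMM (-0.03) and in female nuclei (-0.02), and -0.11 (-0.17 to -0.08) at 21 dpi, which reversed in male nuclei (0.01). Under ADWA11 it was -0.01 (-0.03 to 0.02) at 7 dpi and -0.12 (-0.17 to -0.07) at 21 dpi, where the mean was -0.48 and female nuclei gave 0.0096. In Ctrl the median rose by 0.23 while the mean was -0.05. The largest change within the list was that of Spp1 under ADWA11 at 21 dpi, -2.28, from 691 to 142 CPM. Gpnmb measured 2352 CPM in Ctrl, 3019 CPM under ADWA11 and 1714 CPM in Tgfbr2-cKO at 21 dpi. The DAM list gave 0.12 and -0.14 in Tgfbr2-cKO and 0.11 and -0.06 under ADWA11. The first reversed to -0.0087 with the mean per nucleus, the third to -0.09 under log-normalised clustering (0.11 with cluster 15 there unnamed) and the last to 0.05 under TMM. Its members went far in opposite directions under ADWA11, with Ccl6 at 3.27 and 2.78 and Cst7 at -3.37 and -3.29. In Ctrl the DAM median rose by 0.63.

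The interferon list was higher in Tgfbr2-cKO at 7 dpi by a median of 2.74 (2.48 to 3.14, percentile 100), with 12 of 12 genes higher, under CPM and TMM. Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889, minus strand) differed by 4.64 (4.03 to 5.32), from 24 to 211 UMIs, and Rsad2 (ENSMUSG00000020641, chromosome 12, 26442746 to 26456452, minus strand) by 3.42 (3.17 to 3.69). At 21 dpi the Tgfbr2-cKO median was 0.30 (-0.02 to 0.53) with a mean of -0.32, and Cxcl10 differed by -3.28. Under ADWA11 the median was 0.50 at each time point (0.29 to 0.82 and 0.39 to 0.79), with 8 and 12 of 12 genes higher, and male nuclei alone moved the 7 dpi value most, to 0.89. The inflammatory list was higher in Tgfbr2-cKO at 7 dpi (1.37, 1.02 to 1.65, percentile 99.8) and under ADWA11 at 7 dpi (0.53, 0.37 to 0.71) and 21 dpi (0.98, 0.78 to 1.12), also under TMM. In Tgfbr2-cKO at 21 dpi it was -0.11 (-0.24 to 0.20), with -0.79 in female nuclei, 0.37 in male nuclei and 0.60 under log-normalised clustering. That clustering named a mixture of leukocytes, its cluster 15, as myeloid, and with this cluster unnamed the value was -0.11. In Ctrl the interferon median rose by 0.46 and the inflammatory median by 1.06. The proliferation list in myeloid nuclei was higher under ADWA11 at 7 dpi (0.39) and lower at 21 dpi (-0.72), was lower in Tgfbr2-cKO at 21 dpi (-0.36) and was within counting error there at 7 dpi (-0.02, with a mean of 0.03). In Ctrl it fell by 0.73.

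**Figure D4:**
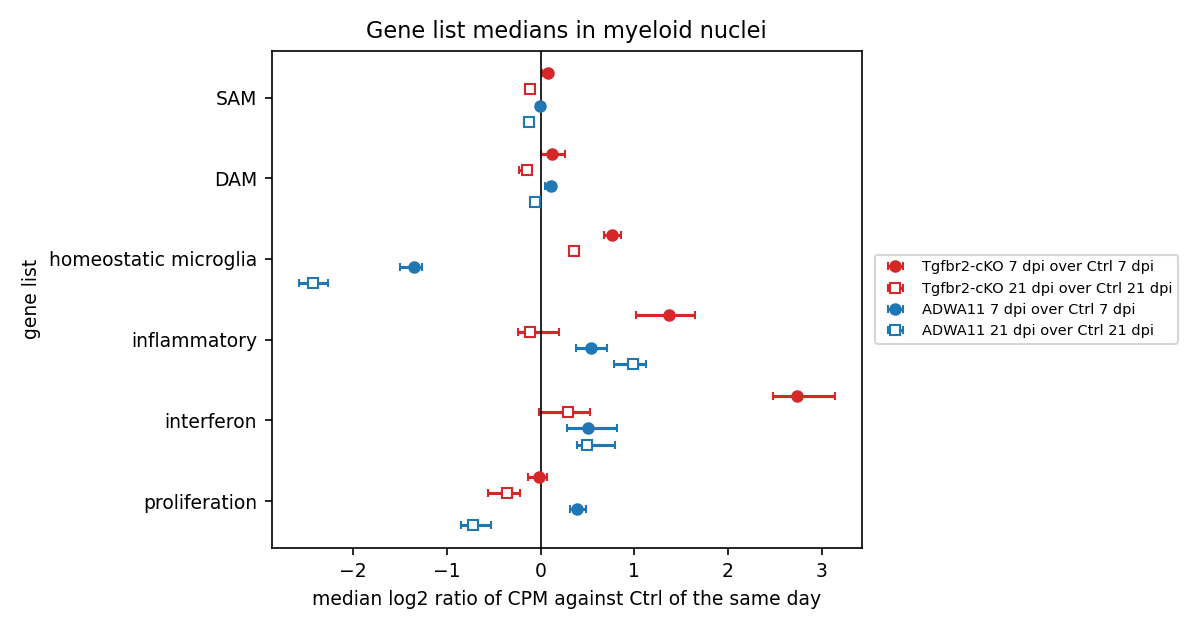
Median log2 CPM ratio against Ctrl of each myeloid gene list, with 95% intervals from Poisson draws (blue ADWA11, red Tgfbr2-cKO, filled circles 7 dpi, open squares 21 dpi). The homeostatic list lies at -1.35 and -2.43 under ADWA11, and the interferon list at 2.74 in Tgfbr2-cKO at 7 dpi, while the SAM and DAM medians lie near 0 and change sign with the scaling in Tgfbr2-cKO at 7 dpi (SAM) and under ADWA11 at 21 dpi (DAM).

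By the fixed rule, the genes higher in Tgfbr2-cKO myeloid nuclei were Rsad2 (3.42), Ifi213 (2.95), Hist1h2ap (2.79), Gm35188 (2.37) and Btg2 (2.28) at 7 dpi and Fkbp5 (2.78), Nrg4 (2.58), Jaml (2.48), Il15ra (2.06) and Ms4a4a (2.03) at 21 dpi. The lower genes were Pparg (-2.06), Atp8b4 (-2.05), St18 (-1.99), Arhgap15 (-1.67) and Clec12a (-1.67) at 7 dpi and Mmp12 (-2.88), Mamdc2 (-2.34), Cd36 (-2.32), Shisa9 (-2.20) and Anxa1 (-1.80) at 21 dpi. The value of Fkbp5 (ENSMUSG00000024222, chromosome 17, 28399094 to 28517527, minus strand) was 3.35 in female nuclei and 1.11 in male nuclei. Under ADWA11 the higher genes were Ccl6 (3.27), Gm20275 (2.71), Cd5l (2.54), Selenop (2.501) and Slc40a1 (2.48) at 7 dpi and Gm11099 (5.09), Ccdc148 (4.33), Gm15414 (3.22), Ciita (3.01) and Ccl8 (2.93) at 21 dpi. The lower genes were Mlxipl (-4.75), Cspg4 (-4.04), Csmd3 (-3.90), Whrn (-3.74) and F11r (-3.54) at 7 dpi and Kcnma1 (-6.10), F11r (-5.74), Npnt (-5.63), Gm2629 (-5.33) and Pald1 (-5.26) at 21 dpi. Kcnma1 (ENSMUSG00000063142, chromosome 14, 23289431 to 24014491, minus strand) measured 201 CPM in Ctrl and 2.92 CPM under ADWA11 at 21 dpi, and Ccl6 (ENSMUSG00000018927, chromosome 11, 83587882 to 83593087, minus strand) had 150 UMIs in Ctrl and 2570 under ADWA11 at 7 dpi.

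In T cells, Itgae (ENSMUSG00000005947, chromosome 11, 73090583 to 73147446, plus strand), the αE integrin induced by TGFβ, measured 146 CPM in Ctrl (117 to 180), 33.8 CPM under ADWA11 and 161 CPM in Tgfbr2-cKO at 7 dpi. At 21 dpi it measured 96.9, 25.4 and 311 CPM (280 to 345 in Tgfbr2-cKO). The log2 ratios were -2.11 (-2.82 to -1.46) and -1.93 (-2.42 to -1.45) for ADWA11 and 0.14 (-0.64 to 0.85) and 1.68 (1.32 to 2.06) for Tgfbr2-cKO. The T cell genes fixed in advance were otherwise mixed. Cd4 differed by 1.87 and -0.84 in Tgfbr2-cKO and by 1.12 and 0.42 under ADWA11, and Trdc by -0.60 (within counting error) and 0.99 and by -0.95 and -1.31. Cxcr6 differed by 0.59 and -0.41 in Tgfbr2-cKO and by -0.46 and -1.42 under ADWA11, and the first of these reversed to -0.17 in female nuclei. Cd8a differed beyond counting error under ADWA11 at 21 dpi alone (-0.52), Ifng in Tgfbr2-cKO at 7 dpi alone (2.02, 0.17 to 3.82), and Cd69 in no comparison against Ctrl. Foxp3 and Ncr1, chosen after their values were seen, were higher under ADWA11 at 21 dpi by 2.28 and 2.00.

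The last question was which class carried the ligand, the receptors and the activating integrin, compared within each library. Itgb8 (ENSMUSG00000025321, chromosome 12, 119158022 to 119238802, minus strand) measured 233 CPM in astrocytes, 192 CPM in fibroblasts, 172 CPM in oligodendrocytes, 141 CPM in oligodendrocyte precursors and 4.35 CPM in myeloid nuclei of Ctrl at 7 dpi, and 293, 134, 118, 134 and 6.20 CPM at 21 dpi. Itgav was highest in myeloid nuclei among the classes of Ctrl at 7 dpi (861 CPM), as was Tgfbr1 (1069 CPM, against 509 CPM under ADWA11). Tgfb1 (ENSMUSG00000002603, chromosome 7, 25687002 to 25705077, plus strand) measured 137 CPM in myeloid nuclei, 115 CPM in T cells and 38.8 CPM in fibroblasts of Ctrl at 7 dpi. In T cells under ADWA11 at 21 dpi, Itgb8 measured 141 CPM (128 to 156), against 27.7 CPM (17.4 to 41.9) in Ctrl. Itgb8 was among the leading genes of the regulatory-like T cell sub-cluster 4. That sub-cluster held 16 of 320 T cell nuclei in Ctrl and 206 of 1075 under ADWA11 at 21 dpi. The difference therefore cannot be told apart from a larger share of those nuclei.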

Values the study reported

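For this experiment the study described 60,070 cells in its analysis. It counted 18,455 fibroblasts, 24,302 myeloid cells and microglia, 2,271 T cells, 5,994 neurons, 2,781 astrocytes, 1,669 oligodendrocytes, 2,399 oligodendrocyte precursors, 1,703 endothelial cells and 496 mural cells.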

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

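Of the tests in this part, the test on neural tissue and the test on scaling were chosen only after the result was seen, as were the test on doublets and the removal of T cell sub-cluster 7. The results below were picked out because the same comparison with Ctrl went one way at 7 dpi and the other way at 21 dpi. With 1 library per group, the difference between the time points was not tested.

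The myeloid share in Tgfbr2-cKO gave a log2 ratio of -1.25 at 7 dpi and 0.47 at 21 dpi, and the T cell share gave -2.57 and 1.06. At 7 dpi, an excess of neural tissue in the sample would lower fibroblasts, T cells and macrophages together, and the T cell ratio of -2.57 and the ratio of -1.89 for myeloid nuclei outside cluster 5 go with this for the fibroblast share. For the T cell and myeloid shares these values restate the result and test nothing. Without neural classes in the denominator the ratios were 0.42 for myeloid nuclei, -0.90 for T cells and -0.80 for fibroblasts. That denominator still holds the microglia of neural tissue, so the explanation stays open for all 3. At 21 dpi the same explanation is argued against as the sole cause of the lower fibroblast share, since T cells rose by 1.06. Myeloid nuclei outside cluster 5 rose by 0.16, but this value decides nothing, since microglia may also lie outside that cluster. Cluster 5 held 439 Ctrl and 676 Tgfbr2-cKO nuclei at 21 dpi. Myeloid sub-cluster 2, with 3 raised microglia markers, held 1076 and 1152. An effect of the deletion, or of the time point, on fibroblasts, lymphocytes and macrophages stays open and was not tested.

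The T cell share under ADWA11 gave -0.41 at 7 dpi and 1.83 at 21 dpi. Without sub-cluster 7 of the T cells, led by macrophage genes, it gave -0.081 and 1.90, so most of the fall at 7 dpi rested on those nuclei. Doublets of T cells with other nuclei are argued against for the 21 dpi value, since 2 nuclei together would hold more UMIs than 1, while the median of the T cell nuclei was 42.2% of that of the library's other nuclei and 96.3% of them lay under it. A difference in dissection between the 2 lesions pooled per library, and a response to αvβ8 blockade, stay open and were not tested.

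The SAM list in Tgfbr2-cKO gave 0.082 at 7 dpi and -0.11 at 21 dpi. TMM gave -0.031 at 7 dpi and -0.14 at 21 dpi. It moves every gene of a comparison by 1 factor, so it decides nothing about this list, and the opposite signs cannot be told apart from an effect of the scaling. The DAM list gave 0.12 and -0.14 in Tgfbr2-cKO and 0.11 and -0.062 under ADWA11, and these small medians lie over genes that went both ways. For the DAM list no biological explanation was tested.

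The proliferation list in myeloid nuclei gave 0.39 at 7 dpi and -0.72 at 21 dpi under ADWA11. Both signs held in every alternative tried, and no biological explanation was tested.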

How the results depend on the processing

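Each setting was changed alone, but for cluster 15 unnamed together with log-normalised clustering, and values are log2 ratios against Ctrl, in brackets cKO for Tgfbr2-cKO and ADWA for ADWA11 with the day. Below, main results are the shares of fibroblasts, myeloid nuclei, T cells and myofibroblast-like nuclei, the list medians and fibroblast Tgfbr2. A result held where the new value lay inside its 95% interval. It is counted as changing sign only where that interval leaves out 0 and the new value is no bound that leaves the sign open. Values across 0 from a main value that do not meet this are given as uncounted. Except where a sentence says otherwise, the cause was not tested. No paired analysis was possible because the labels give each group 1 library, no numbers pair libraries across groups and the results come from no test. Female and male nuclei compare mice of 1 sex across groups, and no test over these mice was made. Chosen only after the data had been seen were the denominator without neural classes, cluster 21 as fibroblasts, the removal of sub-clusters 1 and 7, the removal of T cell sub-cluster 7, the unnaming of cluster 15 in log-normalised clustering and the removal of the top 5 nuclei. No UMI minimum left all 40 main results and 10 others unchanged in call. Log-normalised clustering gave no myofibroblast-like sub-cluster and so no value for its share. Its cluster 15, a mixture of leukocytes, counts as myeloid there. Its myeloid values therefore cover another class than the main ones except where that cluster is unnamed. Its cluster 6, with leading genes of a main fibroblast cluster, stayed unnamed. That cluster held 76 (Ctrl), 140 (ADWA11) and 36 (Tgfbr2-cKO) nuclei at 7 dpi and 1625, 960 and 409 at 21 dpi. No fibroblast sub-cluster was removed as doublets there. The fibroblast values of that clustering therefore also cover another class than the main ones.

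With pooled percentiles, 41 of 58 main results held, 16 moved and 1 changed sign, and of 311 others 236 held, 70 moved and 5 changed sign, with 1 and 7 uncounted across 0. With pooled percentiles the fibroblast share came to -2.87 (cKO 7), -1.63 (cKO 21) and -0.68 (ADWA 21), the myeloid share to -1.10 (cKO 7) and 0.58 (cKO 21) and the T cell share to -1.47 (cKO 7). With pooled percentiles the myofibroblast-like share came to -3.11 (cKO 7) and -0.62 (ADWA 7), the myofibroblast median to -0.80 (cKO 7), -0.86 (cKO 21) and -0.42 (ADWA 21) and the collagen median to -0.20 (cKO 7) and -0.33 (ADWA 21). With pooled percentiles the fibroblast proliferation median came to 0.34 (ADWA 7), the SAM median to -0.24 (cKO 21) and the DAM median to -0.25 (cKO 21). Changing sign with pooled percentiles, the myofibroblast-like share came to 0.16 (ADWA 21) and 0.063 (Ctrl 21 over 7 dpi), the arachnoid-like share to -0.0038 (ADWA 21), Cthrc1 to 0.20 (ADWA 21) and Tnc to 0.098 (ADWA 21). Also changing sign with pooled percentiles, Gm36988 came to -0.010 (cKO 7).

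Without scored doublets, 52 of 58 main results held, 6 moved and 0 changed sign, and of 399 others 377 held, 22 moved and 0 changed sign, with 3 and 2 uncounted across 0. Without scored doublets the myeloid share came to -1.13 (cKO 7), the collagen median to -0.36 (cKO 7) and the fibroblast proliferation median to 0.050 (cKO 21) and 0.075 (ADWA 21). Without scored doublets the SAM median came to -0.22 (cKO 21) and the myeloid proliferation median to -1.007 (ADWA 21).

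With log-normalised clustering, 38 of 54 main results held, 15 moved and 1 changed sign, and of 305 others 208 held, 94 moved and 3 changed sign, with 2 and 10 uncounted across 0. With log-normalised clustering the fibroblast share, without its unnamed cluster 6, came to -3.12 (cKO 7), -2.08 (cKO 21) and -0.82 (ADWA 21). The myeloid share came to 0.61 (cKO 21) and 1.10 (ADWA 21) and the T cell share to -0.10 (ADWA 7). With log-normalised clustering the myofibroblast median came to -0.75 (cKO 7) and -0.45 (ADWA 21), the collagen median to -0.15 (cKO 7) and -0.42 (ADWA 21) and the TGFβ target median to -0.46 (cKO 7). With log-normalised clustering the homeostatic median came to -2.005 (ADWA 21), the inflammatory median to 0.60 (cKO 21) and 0.37 (ADWA 7) and Tgfbr2 to -0.38 (cKO 7). Changing sign with log-normalised clustering, the DAM median came to -0.094 (ADWA 7), Cthrc1 to 0.048 (cKO 7), Gpnmb to 0.0054 (ADWA 7) and Tnc to 0.42 (ADWA 21).

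With log clustering and cluster 15 unnamed, 26 of 28 main results held, 2 moved and 0 changed sign, and of 98 others 97 held, 1 moved and 0 changed sign, with 0 and 0 uncounted across 0. With log clustering and cluster 15 unnamed the myeloid share came to -1.17 (cKO 7) and 0.60 (cKO 21).

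With list genes kept, 1 of 4 main results held, 3 moved and 0 changed sign, and of 16 others 15 held, 1 moved and 0 changed sign, with 0 and 0 uncounted across 0. With list genes kept the myofibroblast-like share came to -2.24 (cKO 21), -0.043 (ADWA 7) and -1.63 (ADWA 21).

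In female nuclei, 30 of 58 main results held, 26 moved and 2 changed sign, and of 400 others 206 held, 188 moved and 6 changed sign, with 1 and 29 uncounted across 0. In female nuclei the fibroblast share came to -3.06 (cKO 7), -0.25 (ADWA 7) and -0.55 (ADWA 21), the myeloid share to -1.34 (cKO 7), 0.15 (ADWA 7) and 0.60 (ADWA 21) and the T cell share to -3.57 (cKO 7), 1.37 (cKO 21) and 1.62 (ADWA 21). In female nuclei the collagen median came to -0.62 (cKO 7), -0.77 (cKO 21) and -0.64 (ADWA 21), the TGFβ target median to -0.87 (cKO 21) and the fibroblast proliferation median to 0.11 (cKO 21). In female nuclei the SAM median came to -0.33 (cKO 21) and -0.058 (ADWA 7), the DAM median to -0.45 (cKO 21), 0.20 (ADWA 7) and -0.15 (ADWA 21) and the homeostatic median to 0.94 (cKO 7), 0.14 (cKO 21) and -2.19 (ADWA 21). In female nuclei the inflammatory median came to -0.79 (cKO 21) and 0.44 (ADWA 21), the myeloid proliferation median to -0.68 (cKO 21) and Tgfbr2 to -0.20 (cKO 21). Changing sign in female nuclei, the SAM median came to -0.016 (cKO 7) and 0.0096 (ADWA 21), the endothelial share to 0.038 (ADWA 21), the mural share to 0.23 (ADWA 21) and Spp1 to -0.16 (cKO 7). Also changing sign in female nuclei, Cxcr6 came to -0.17 (cKO 7), Cdh18 to 0.0040 (ADWA 7) and Aldh1a2 to 0.29 (ADWA 21).

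In male nuclei, 32 of 58 main results held, 25 moved and 1 changed sign, and of 400 others 180 held, 212 moved and 8 changed sign, with 2 and 24 uncounted across 0. In male nuclei the fibroblast share came to -2.004 (cKO 7) and -1.09 (ADWA 21), the myeloid share to -1.08 (cKO 7), 0.0032 (ADWA 7) and 1.10 (ADWA 21) and the T cell share to 0.47 (cKO 21). In male nuclei the myofibroblast-like share came to -1.64 (ADWA 21), the myofibroblast median to -0.46 (cKO 7), -0.93 (ADWA 7) and -0.56 (ADWA 21) and the collagen median to -0.35 (cKO 7), -0.19 (cKO 21) and -0.27 (ADWA 7). In male nuclei the fibroblast proliferation median came to -0.38 (cKO 21), the SAM median to 0.15 (cKO 7) and -0.091 (ADWA 7) and the DAM median to -0.033 (cKO 21). In male nuclei the homeostatic median came to 0.51 (cKO 7), 0.59 (cKO 21), -1.51 (ADWA 7) and -2.25 (ADWA 21), the inflammatory median to 0.37 (cKO 21) and 0.73 (ADWA 21) and the interferon median to 0.89 (ADWA 7). In male nuclei Tgfbr2 came to -0.37 (cKO 21). Changing sign in male nuclei, the SAM median came to 0.010 (cKO 21), the oligodendrocyte precursor share to 0.077 (cKO 7), Cthrc1 to 0.22 (cKO 7) and Cdh18 to -0.24 (cKO 21). Also changing sign in male nuclei, Trem2 came to 0.13 (cKO 21), Spp1 to 0.38 (cKO 21) and -0.15 (ADWA 7), Gpnmb to 0.15 (ADWA 7) and Ncr1 to -0.74 (ADWA 7).

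Under TMM scaling, 35 of 42 main results held, 5 moved and 2 changed sign, and of 225 others 188 held, 35 moved and 2 changed sign, with 2 and 3 uncounted across 0. Under TMM scaling the collagen median came to -0.64 (cKO 7), the fibroblast proliferation median to -0.062 (cKO 7) and the SAM median to -0.012 (ADWA 21). Under TMM scaling the homeostatic median came to 0.65 (cKO 7) and Tgfbr2 to -0.74 (cKO 7). Changing sign under TMM scaling, the SAM median came to -0.031 (cKO 7), the DAM median to 0.048 (ADWA 21), Cxcl12 to -0.0045 (cKO 7) and Spp1 to -0.036 (cKO 7).

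After RNA subtraction, 39 of 42 main results held, 3 moved and 0 changed sign, and of 261 others 225 held, 35 moved and 1 changed sign, with 2 and 1 uncounted across 0. After RNA subtraction the fibroblast proliferation median came to 0.35 (cKO 7), the SAM median to 0.023 (ADWA 7) and Tgfbr2 to -0.34 (cKO 7). Changing sign after RNA subtraction, Gpnmb came to 0.013 (ADWA 7).

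With per-nucleus means, 28 of 42 main results held, 13 moved and 1 changed sign, and of 260 others 155 held, 102 moved and 3 changed sign, with 1 and 12 uncounted across 0. With per-nucleus means the myofibroblast median came to -1.66 (cKO 7), -0.43 (ADWA 7) and -0.48 (ADWA 21), the collagen median to -0.40 (ADWA 21) and the fibroblast proliferation median to 0.098 (cKO 21). With per-nucleus means the SAM median came to -0.25 (cKO 21) and -0.18 (ADWA 21), the homeostatic median to 0.97 (cKO 7) and 0.46 (cKO 21) and the inflammatory median to 0.27 (ADWA 7) and 0.70 (ADWA 21). With per-nucleus means the myeloid proliferation median came to -0.14 (cKO 7) and Tgfbr2 to -0.79 (cKO 7). Changing sign with per-nucleus means, the DAM median came to -0.0087 (cKO 7), Cxcl12 to -0.039 (cKO 7), Alpl to -0.072 (cKO 21) and Aldh1a2 to 0.025 (ADWA 21).

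Without counting neurons, 7 of 12 main results held, 5 moved and 0 changed sign, and of 28 others 22 held, 5 moved and 1 changed sign, with 0 and 0 uncounted across 0. Without counting neurons the fibroblast share came to -1.31 (cKO 7) and -1.31 (cKO 21), the myeloid share to -0.089 (cKO 7) and 0.64 (cKO 21) and the T cell share to -1.41 (cKO 7). Changing sign without counting neurons, the oligodendrocyte precursor share came to 0.69 (cKO 7).

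Without neural classes, 4 of 12 main results held, 7 moved and 1 changed sign, and of 28 others 18 held, 8 moved and 2 changed sign, with 0 and 1 uncounted across 0. Without neural classes the fibroblast share came to -0.80 (cKO 7), -0.99 (cKO 21) and -1.06 (ADWA 21), the myeloid share to 0.96 (cKO 21) and 0.90 (ADWA 21) and the T cell share to -0.90 (cKO 7) and 1.55 (cKO 21). Changing sign without neural classes, the myeloid share came to 0.42 (cKO 7), the mural share to 0.079 (cKO 7) and the oligodendrocyte precursor share to 1.20 (cKO 7).

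With cluster 21 as fibroblasts, 3 of 4 main results held, 1 moved and 0 changed sign, and of 1 others 1 held, 0 moved and 0 changed sign, with 0 and 0 uncounted across 0. With cluster 21 as fibroblasts the fibroblast share came to -0.86 (ADWA 21).

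Minus sub-clusters 1 and 7, 16 of 26 main results held, 10 moved and 0 changed sign, and of 147 others 104 held, 42 moved and 1 changed sign, with 0 and 5 uncounted across 0. Minus sub-clusters 1 and 7 the fibroblast share came to -2.97 (cKO 7), -0.079 (ADWA 7) and -0.74 (ADWA 21), the myofibroblast-like share to -0.63 (cKO 7), -0.32 (ADWA 7) and -1.59 (ADWA 21) and the myofibroblast median to -0.85 (cKO 7) and -0.89 (cKO 21). Minus sub-clusters 1 and 7 the collagen median came to -0.25 (cKO 7) and the TGFβ target median to -1.40 (cKO 21). Changing sign minus sub-clusters 1 and 7, the arachnoid-like share came to -0.20 (ADWA 21).

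Minus T cell sub-cluster 7, 3 of 4 main results held, 1 moved and 0 changed sign, and of 37 others 35 held, 2 moved and 0 changed sign, with 0 and 3 uncounted across 0. Minus T cell sub-cluster 7 the T cell share came to -0.081 (ADWA 7).

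Minus the top 5 nuclei, 2 of 2 main results held, 0 moved and 0 changed sign, and of 247 others 165 held, 79 moved and 3 changed sign, with 0 and 6 uncounted across 0. Changing sign minus the top 5 nuclei, Cxcr6 came to -0.063 (cKO 7), Alpl to -0.012 (cKO 21) and Gm36988 to -0.32 (cKO 7).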

Other observations

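Of the tests in this part, those on microglia in other clusters, on the microglial share behind the interferon list, on a response limited to myeloid nuclei, on free RNA between classes and on the T cell composition behind Itgae were written before the result was seen. The tests on neural tissue, on 1 of the 2 mice, on sub-clusters 1 and 7, on a few nuclei, on tissue of another region, on Tgfbr2 and on deleted exons were chosen only after the result was seen.

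The homeostatic list was lower under ADWA11. Less neural tissue, and with it fewer microglia, stays open at 7 dpi, where the joint share of astrocytes, oligodendrocytes and precursors rose by 0.48 but that of neuron clusters 12, 15, 18, 19 and 20 differed by -2.36. At 21 dpi these log2 ratios were -1.43 and -0.88, so a sample with less neural tissue could account for part of the fall there. The neuron clusters joined here are the whole neuron class, with the cluster whose leading genes held a marker of another class. Whether microglia persisted with changed expression in other myeloid clusters cannot be told apart from their loss. Outside cluster 5 of the clustering of all nuclei, in which microglia gathered, the list median was -0.39 at 7 dpi and -1.59 at 21 dpi, and neither value decides between these.

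The interferon list was higher in Tgfbr2-cKO myeloid nuclei at 7 dpi. A response in 1 of the 2 mice is argued against by medians of 2.90 in female and 2.99 in male nuclei. A larger share of microglia is argued against by 2.95 within cluster 5 and 2.62 in the other myeloid nuclei. The response was not limited to myeloid nuclei, with 2.75 in astrocytes and 2.43 in fibroblasts. Free RNA carried between classes is argued against as the source there, since the summed list level was 262% of the library's level in astrocytes and 400.5% in fibroblasts, where free RNA was put at 6.85% and 12.4% of UMIs. The library also differed in its neuron content, and an effect of the deletion, of the dissection or of the handling of that pair of mice stays open, as untested.

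Neuron clusters 19 and 20 lay almost only in the Tgfbr2-cKO library at 7 dpi. Among sexed nuclei, 2.14% of cluster 19 and 99.9% of cluster 20 were female, against 73.1% of that library. This is consistent with tissue of a different region taken from each of the 2 mice, which could also carry other classes into the library.

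Tgfbr2 UMIs remained in fibroblasts of both Tgfbr2-cKO libraries. Free RNA from other nuclei is argued against as the whole source, since its subtraction gave log2 ratios of -0.34 at 7 dpi and -0.26 at 21 dpi. UMIs counted outside the deleted exons cannot be told apart from incomplete deletion, since the value of -0.53 is over the whole gene and UMIs per exon were not analysed here.

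The lower myofibroblast list in Tgfbr2-cKO at 7 dpi is not explained in whole by sub-clusters 1 and 7, without which the median was -0.85, but it moved from -1.22, so part of the fall rested on them. The genes named as higher in those fibroblasts rested on a few nuclei, since their median of 5.03 came to 1.25 without the top 5 nuclei per gene. Lower Itgae in T cells under ADWA11 at 21 dpi is not explained by NK-like and regulatory-like nuclei, outside which the log2 ratio was -2.75. Other changes in the composition of the T cells stay open. Sub-cluster 6, with 1 raised marker of gamma-delta T cells, held 52 of 320 T cell nuclei in Ctrl and 17 of 1075 under ADWA11. Itgae without that sub-cluster was not tested.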
